A study of Homo sapiens with 30 samples.

How the data were processed

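Total RNA and nascent RNA were measured by SLAM-seq in clonal Jurkat lines. Per the labels' protocols, RNA was extracted at 6 h, ERCC spike-in and a mixed labelled and unlabelled 4sU spike-in were added, RNA was alkylated, and ribosome-depleted libraries were sequenced on a NovaSeq X Plus. The deposited total RNA table holds raw counts: whole numbers for 62703 genes and 92 ERCC species in 30 libraries. The deposited nascent table holds estimated counts of newly made RNA for 36083 genes in the 24 labelled libraries, of which 58.2% are not whole. The labels and the file headers do not state the aligner, the counter, the genome build, the annotation or the way nascent reads were estimated. Nascent counts of unlabelled libraries were not used here, so the background of base conversions without 4sU was not subtracted. Of the genes kept for testing, 13.4% had a larger summed nascent count than total count, and genes of this kind held 9.37% of all nascent counts. For such genes the nascent and total values are not on one scale, which the nascent share inherits. Whether this comes from the counting or from the estimation of nascent reads cannot be told.

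Samples were grouped by line, TRAIL and 4sU from the sample titles. Replicates of a group were checked to be distinct: the lowest chi-square per gene between 2 replicates, over genes with at least 20 counts in the pair, was 2.19, above the value of about 1 for repeated counting of a single library. Total counts per library ran from 7706288 to 42581722 and nascent counts from 1318486 to 13870408. Whether replicate numbers pair the libraries was checked from the correlation of same-numbered libraries' deviations from their group means. In control clone B without TRAIL, labelled and unlabelled libraries of the same number correlated in all 3 pairs (r from 0.11 to 0.29). This held for 1 of 6 pairs of groups of that line. Libraries of different numbers were not compared, so the check does not establish that the numbers pair any groups.

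Libraries were scaled by their ERCC total, as the labels name the ERCC spike-in for normalization. The condition set before the data were examined was at least 1000 ERCC counts in each library and a within-group SD of log2 RNA per spike-in of at most 0.5; the lowest ERCC count was 323347 and the SD was 0.157. An error in adding spike-in shifts every gene of a library together. Whether the spike-in followed the cell number or the RNA mass is not stated, and in the latter case RNA per spike-in would not measure RNA per cell.

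Gene tests used edgeR 4.0.16 in R 4.3.3 (glmQLFit, glmQLFTest) with Benjamini-Hochberg adjustment and a threshold of 0.05. Nascent estimates were rounded to whole numbers first. Genes were kept by filterByExpr, which left 16239 in nascent RNA, 20613 in total RNA and 19963 in the libraries of control clone B. The 24 labelled libraries entered a single fit with 8 groups and no further covariate. The effect of 4sU was tested in the 12 libraries of control clone B. Per-library values were compared by exact two-sided permutation tests (scipy 1.17.1), with Benjamini-Hochberg adjustment over 18 comparisons. Changes with TRAIL were compared between lines with each TRAIL library relative to the mean of its line's mock libraries; replicate numbers were not used to match them. Of the choices, the groups, tests, scaling, filter and most alternatives were fixed before the data were examined.

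The procedure was tested on simulated data drawn from the fitted means and dispersions of 16239 genes, with 200 genes changed by 1.5 on the log2 scale. It called 188 of the changed genes, 94% of them, all with the right sign, and 7 unchanged genes, 3.59% of its calls. Between the control clones, where nothing had been changed, it called 0 genes. The changed genes were drawn only from those above a minimum mean count. Each gene was drawn independently, without a spike-in error shared by a library and without TRAIL responses that differ between lines. The simulation therefore does not measure false calls from those sources.

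The alternatives were TMM scaling, DESeq2 1.42.0 with its own size factors or with ERCC scaling, no filter on low counts, at least 50 counts in 3 libraries, the replicate number as a block, only the groups compared, lines as units, each library left out in turn, and the median over ERCC species with at least 10 counts in every library (56 species). Alternatives added after seeing the data were each D207G line alone under either scaling, genes with no more nascent than total counts, leaving out the 10 genes with most counts, and, for changes between lines, each TRAIL library relative to a single mock library.

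Genes were named by a rule set before the data were examined: the largest changes among genes with an adjusted p below 0.05, a mean of at least 100 scaled counts in a group, and the same direction in every line. It also asked for a gene name and the exclusion of pseudogenes. Of the identifiers, 0 matched the table of names at hand, so those conditions were dropped, the planned gene set tests and mitochondrial gene exclusions were not made, and at most 2 identifiers per direction of the nascent interaction are given. Reads shared with near-identical copies or overlapping genes may have been split by the counting. Whether counting used strand is not stated.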

Results

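Jurkat cells, an immortalised human T cell line that dies readily by apoptosis, carried a base edit that replaces an aspartate of the general transcription factor TFIIB with glycine (D207G). The aspartate is a candidate caspase cleavage site, and the edit asks whether the fall in RNA synthesis during apoptosis depends on it. The edit was made with an adenine base editor and either of 2 guide RNAs, and 1 clonal line was used per guide: D207G line 1 and D207G line 2. Control cells carried an edit at the AAVS1 safe-harbour locus and were represented by 2 clonal lines, control clones B and C. Each of the 4 lines received 250 ng/mL of TRAIL, a ligand that starts apoptosis through death receptors, or mock diluent for 6 h. The uridine analogue 4-thiouridine (4sU) was added at 300 µM after 3 h, so that RNA made during the last 3 h could be recognised in sequencing (SLAM-seq). Control clone B was also sampled without 4sU, with and without TRAIL. Every one of the 10 groups had 3 replicates, 30 libraries in all, of which 24 were labelled.

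The depth of total RNA differed with treatment. Gene counts per library ran from 27788984 to 42581722 in the labelled mock libraries and from 7706288 to 22711062 in the labelled TRAIL libraries. Without 4sU they ran from 33693295 to 39784648 without TRAIL and from 10539797 to 18925706 with TRAIL. The estimated nascent counts per labelled library ran from 3192461 to 13870408 without TRAIL and from 1318486 to 4986608 with TRAIL. Counts of the ERCC spike-in RNA ranged from 323347 to 571973 per library.

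The first comparison asked how much RNA the cells of each line held relative to the added spike-in. It was measured as log2 of gene counts over ERCC counts per library, and the labels do not say whether spike-in was added per cell or per mass of RNA. Total RNA in control clone B fell from 6.32 ± 0.05 without TRAIL to 4.68 ± 0.12 with TRAIL (SD, n = 3 each), a change of -1.64. Control clone C changed by -1.73, from 6.13 ± 0.09 to 4.40 ± 0.22, and D207G line 1 by -1.81, from 6.13 ± 0.17 to 4.31 ± 0.23. D207G line 2 changed by -0.67, from 5.99 ± 0.03 to 5.32 ± 0.17. In each line all 3 TRAIL libraries lay below all 3 mock libraries, which in an exact permutation test (two-sided) gives p = 0.1, the smallest p that 3 against 3 libraries allow. After Benjamini-Hochberg adjustment over the 18 comparisons of this kind the exact p was 0.129 in each line. Unlabelled control clone B changed by -1.62 (exact p = 0.1). Replacing the ERCC total by the median over ERCC species moved the changes by at most the spread between replicates, the furthest being that of unlabelled clone B, which became -1.78.

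To compare changes, each TRAIL library was taken relative to the mean of the mock libraries of its line, so these permutation tests leave out the spread of the mock libraries. The change in D207G line 2 differed from that in control clone B by 0.97, from that in control clone C by 1.07 and from that in D207G line 1 by 1.15 on the log2 scale, all with an exact permutation p of 0.1. The change in D207G line 1 differed from those in clones B and C by -0.17 and -0.08 (exact p = 0.4 and 0.6). Pooled by genotype, with such values of 6 D207G and 6 control TRAIL libraries, the change was 0.45 higher in D207G, with an exact permutation p of 0.154 (0.184 adjusted). That test counts libraries; the independent units are 2 lines per genotype.

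Nascent RNA per spike-in changed by -2.04 in control clone B (4.19 ± 0.15 to 2.15 ± 0.29), by -2.15 in control clone C (4.50 ± 0.15 to 2.35 ± 0.22) and by -2.77 in D207G line 1 (4.70 ± 0.19 to 1.92 ± 0.37; SD, n = 3). Each of these had an exact permutation p of 0.1 (0.129 adjusted). In D207G line 2 it was 3.10 ± 0.33 without TRAIL and 3.08 ± 0.25 with TRAIL, a change of -0.02 that is smaller than the spread between replicates (exact p = 1). This small change turned positive without replicate 3 (0.07) and without the 10 genes with most counts (0.01). D207G line 2 held less nascent RNA without TRAIL than any other line, and more with TRAIL. By genotype the change was 0.70 higher in D207G (exact permutation p = 0.249, 0.280 adjusted).

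The nascent share is the nascent count as a percentage of the total count of the same genes. Because both are estimates from one library and 9.88% of the nascent values exceed the total count of their gene, it is not a strict proportion and is given without a binomial interval. Without TRAIL it was 22.9% ± 1.56 in control clone B, 32.3% ± 1.41 in control clone C, 37.1% ± 0.988 in D207G line 1 and 13.7% ± 2.68 in D207G line 2 (SD, n = 3). With TRAIL it was 17.4% ± 2.29, 24.3% ± 2.24, 19.2% ± 2.28 and 21.2% ± 2.23 in the same order. The share thus changed by -5.52, -8.02 and -17.9 percentage points in clone B, clone C and D207G line 1, and by 7.47 points in D207G line 2. No TRAIL library overlapped a mock library of its line (exact permutation p = 0.1 each, 0.129 adjusted). Between genotypes the change differed by 1.54 points, with an exact permutation p of 0.786 (0.832 adjusted). Among the alternatives without a library left out, the change in D207G line 1 moved furthest, to -16.7 points, when only genes with no more nascent than total counts were used.

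**Figure D1:**
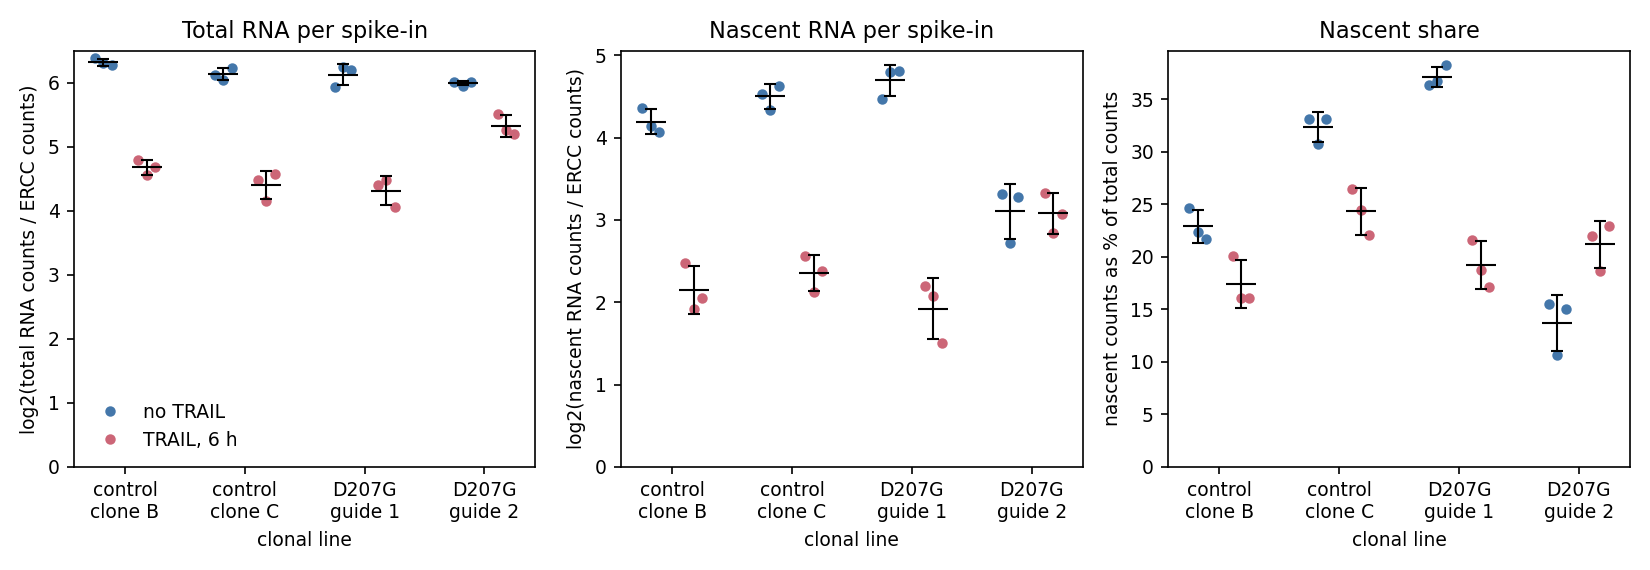
Total RNA per spike-in (left, log2 ratio of counts), nascent RNA per spike-in (middle, log2 ratio) and nascent share (right, percent) in the 24 labelled libraries, by line, without TRAIL (blue) and with TRAIL (red); each point is a library, and black bars give the mean and SD of 3. The nascent share fell with TRAIL in both control clones and D207G line 1 and rose in D207G line 2, from 13.7% to 21.2%.

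The effect of TRAIL on single genes was tested with edgeR's quasi-likelihood test on counts scaled by the ERCC total. Of 16239 genes tested in nascent RNA, 15925 had a Benjamini-Hochberg adjusted p below 0.05 for the TRAIL effect in the control lines, 185 higher and 15740 lower, with a median log2 ratio of -2.08. In the D207G lines 15298 genes passed, 401 higher and 14897 lower, with a median of -1.38. Scaling moved these counts most. With TMM, which sets the typical gene to no change, 3031 genes passed in the control lines (1677 higher, 1354 lower) and 3634 in the D207G lines (1953 higher, 1681 lower). The shift of the median by -2.08 and -1.38 therefore rests on the spike-in, and the TMM counts describe genes relative to it.

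Line by line, the median log2 ratio of nascent RNA was -2.01 in control clone B, -2.16 in control clone C, -2.86 in D207G line 1 and 0.09 in D207G line 2. Leaving out 1 library moved the last to between -0.09 (without mock replicate 2) and 0.21 (without mock replicate 1 or TRAIL replicate 2), so its sign is not settled. The numbers of genes with an adjusted p below 0.05 were 15531 (164 higher, 15367 lower), 15768 (150 higher, 15618 lower), 15945 (283 higher, 15662 lower) and 463 (416 higher, 47 lower). Under TMM scaling the same 4 lines had 1726 (1042 higher, 684 lower), 1105 (794 higher, 311 lower), 2954 (1852 higher, 1102 lower) and 2385 (1183 higher, 1202 lower). Across genes, the TRAIL effects of any pair of lines had a Pearson r between 0.67 and 0.78, highest for D207G line 1 with clone C. Spearman's rho was lower, between 0.26 for the pair of D207G lines and 0.50 for the pair of control clones. Genes are not independent replicates.

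**Figure D2:**
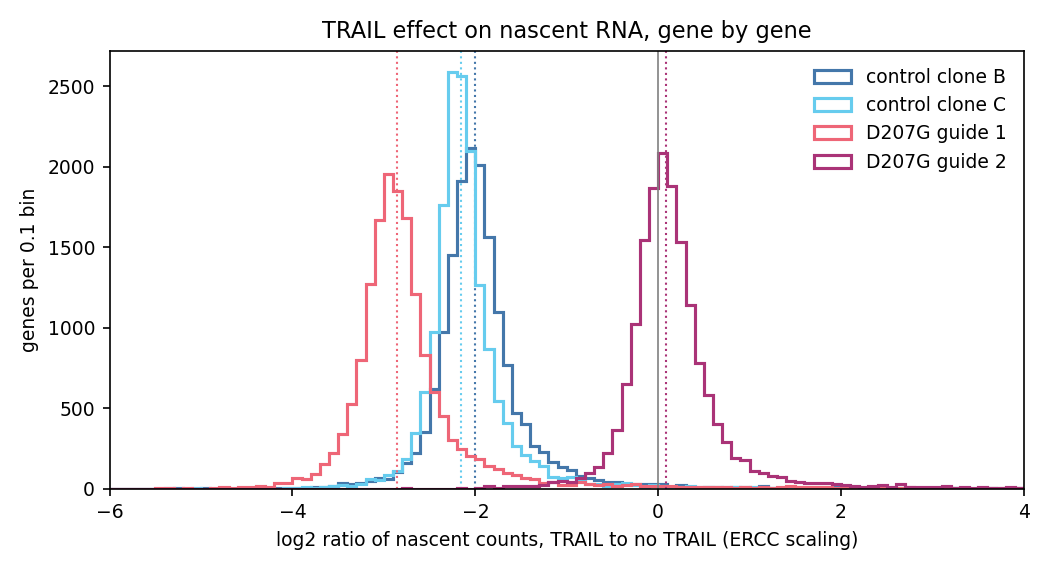
Distribution over 16239 genes of the log2 ratio of nascent counts, TRAIL to no TRAIL, under ERCC scaling, for each line (horizontal axis, log2 ratio; vertical axis, genes per bin); dotted lines mark the medians. The medians are -2.01 and -2.16 in control clones B and C, -2.86 in D207G line 1 and 0.09 in D207G line 2, the last between -0.09 and 0.21 when 1 library is left out; under TMM scaling all 4 medians lie at about 0.

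Pooled by genotype, total RNA shifted in the same direction as nascent RNA and by less. In D207G line 2 alone the median log2 ratio was -0.41 in total RNA, against 0.09 in nascent RNA, both on the ERCC scale. Of 20613 genes, 18724 passed for the TRAIL effect in the control lines (1520 higher, 17204 lower, median -1.59) and 17684 in the D207G lines (2017 higher, 15667 lower, median -1.10). With TMM scaling the counts were 13523 (7115 higher, 6408 lower) and 12953 (6607 higher, 6346 lower).

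The D207G lines were then set against the control lines. In nascent RNA without TRAIL, 10478 genes had an adjusted p below 0.05 by edgeR's quasi-likelihood test, 210 higher and 10268 lower in D207G, with a median log2 ratio of -0.49. With TRAIL 1784 genes passed, 1585 higher and 199 lower, median 0.22. Leaving out 1 library moved the latter count to between 1077 (without TRAIL-treated D207G line 2 replicate 1) and 3491 (without TRAIL-treated D207G line 1 replicate 3). TMM scaling gave 3649 genes without TRAIL (1891 higher, 1758 lower) and 2457 with TRAIL (1381 higher, 1076 lower). In total RNA 7615 genes passed without TRAIL (880 higher, 6735 lower, median -0.24) and 7519 with TRAIL (6982 higher, 537 lower, median 0.27). Under TMM these were 6830 (3815 higher, 3015 lower) and 5913 (3186 higher, 2727 lower).

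Whether the TRAIL effect itself differed between genotypes was tested as an interaction. In nascent RNA 10787 genes passed, 10783 with a higher TRAIL log2 ratio in D207G and 4 with a lower one, with a median difference of 0.71. In total RNA 10675 passed, 10635 higher and 40 lower, with a median of 0.50. TMM scaling left 45 genes in nascent RNA (38 higher, 7 lower) and 552 in total RNA (145 higher, 407 lower). These tests take replicate libraries as the units. With counts summed per line, so that 2 lines stand against 2, 0 genes passed in nascent RNA, where 5 had an unadjusted p below 0.05, and 1 passed in total RNA, where 55 did.

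The TRAIL effects of the D207G lines were not alike on the spike-in scale. Set alone against both control clones, D207G line 1 gave 7895 genes for the difference in nascent TRAIL effect, 118 higher and 7777 lower, with a median of -0.76. D207G line 2 alone gave 15554 genes, 15552 higher and 2 lower, with a median of 2.17. Of the 10787 genes, 553 had both D207G line effects above both control effects and 3 had both below, together 5.15%, compared with 4.38% of all genes tested. Pairing each D207G line with a control clone gave more genes than pairing by genotype: 14700 for line 1 with clone B and 14964 for line 1 with clone C in nascent RNA, and 11802 and 14850 in total RNA. These per-line and pairing comparisons were added after the data had been seen.

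**Figure D3:**
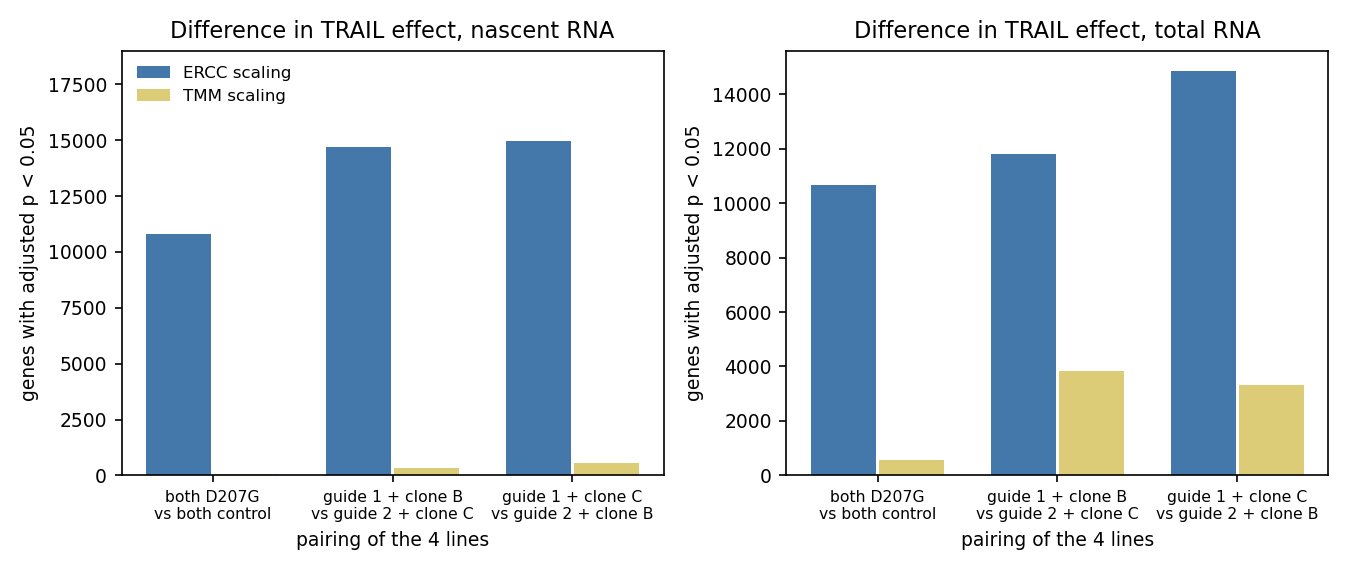
Number of genes with an adjusted p below 0.05 for the difference in TRAIL effect (vertical axis) in nascent RNA (left) and total RNA (right), for the 3 ways to pair the 4 lines, under ERCC scaling (blue) and TMM scaling (yellow). Pairing by genotype gives 10787 and 10675 genes under ERCC scaling and 45 and 552 under TMM, in each case fewer than either other pairing.

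Lines of the same genotype served as a measure of clonal differences. Between control clones C and B with TRAIL, 607 genes differed in nascent RNA (503 higher in C, 104 lower), and leaving out 1 library moved this from 322 (without clone B replicate 2) to 1532 (without clone B replicate 1). TMM scaling gave 1687 (805 higher, 882 lower). Their TRAIL effects differed for 2 genes, 1 in each direction. Between D207G lines 2 and 1 with TRAIL, 12615 genes differed (12085 higher in line 2, 530 lower, median 1.07), and 4437 under TMM (2155 higher, 2282 lower). Their TRAIL effects differed for 15605 genes (15600 higher in line 2, 5 lower, median 2.94), and for 1484 under TMM (427 higher, 1057 lower).

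The files give Ensembl gene identifiers and do not pair them with gene names, so genes are given by identifier and the levels of the edited gene are not analysed here. Among the genes of the nascent interaction that changed in the same direction in both D207G lines relative to both control clones, with a mean of at least 100 scaled counts in a group, 167 rose and 1 fell. The largest rise was ENSG00000178573.7 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.31e-09). Its scaled nascent counts went from 102 ± 40.1 to 28.0 ± 5.67 in clone B and from 33.1 ± 6.93 to 7.20 ± 1.74 in clone C, and from 1.69 ± 0.537 to 16.2 ± 8.82 in D207G line 1 and from 0.302 ± 0.523 to 3.26 ± 1.15 in D207G line 2 (mean ± SD, n = 3). Next was ENSG00000115705.22 (edgeR adjusted p = 0.00345), which went from 125 ± 18.1 to 94.4 ± 26.8 in D207G line 2 and from 63.5 ± 12.6 to 8.03 ± 4.65 in line 1, against 19.0 ± 2.65 to 0.703 ± 0.626 in clone B and 5.33 ± 3.18 to 0 in clone C. The single fall, ENSG00000130222.11 (edgeR adjusted p = 0.045), rose with TRAIL in every line: from 0 to 32.2 ± 7.59 in clone B, from 0 to 41.9 ± 4.06 in clone C, from 6.50 ± 3.29 to 180 ± 32.3 in D207G line 1 and from 0.341 ± 0.591 to 35.2 ± 4.61 in line 2. In 2, 2 and 3 of the 8 groups, respectively, every library of these genes had at most 3 counts, so no fold change is given. Without TRAIL the last gene had 0 counts in both control clones and at most 1.02 scaled counts in D207G line 2. Its adjusted p therefore rests on counts near the floor. Without 1 mock library of D207G line 2 (replicate 1) it no longer passed in edgeR, where so few counts may not allow an estimate. Under TMM scaling the last pair of genes no longer passed (edgeR adjusted p = 0.273 and 0.405).

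The unlabelled libraries of control clone B show what the label does to total RNA. Total RNA per spike-in was lower with 4sU by a log2 change of -0.44 without TRAIL (6.32 ± 0.05 against 6.76 ± 0.05) and of -0.45 with TRAIL (4.68 ± 0.12 against 5.13 ± 0.25; n = 3, exact permutation p = 0.1 each, 0.129 adjusted). Using the median over ERCC species moved the first to -0.58. Of 19963 genes, 13310 differed without TRAIL by edgeR's test (382 higher with 4sU, 12928 lower, median -0.76) and 12242 with TRAIL (109 higher, 12133 lower, median -0.60). TMM scaling gave 13407 (7555 higher, 5852 lower) and 6614 (3177 higher, 3437 lower). The TRAIL effect differed with 4sU for 1290 genes, 1257 higher and 33 lower, median 0.08. Leaving out 1 library moved this to between 778 (without unlabelled TRAIL replicate 2) and 3350 (without unlabelled TRAIL replicate 1). The median moved to between -0.02 (without unlabelled TRAIL replicate 3, with 1246 genes higher and 403 lower) and 0.23 (without its replicate 1), so its sign depends on a single library. TMM scaling gave 6718 genes (1799 higher, 4919 lower).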

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

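All tests below that weigh an explanation were chosen after the line values had been seen, except those of lower 4sU uptake, of one factor on every share, of the TRAIL state, of the slope in total RNA and of a shrinking label effect, whose possible outcomes were stated before they were computed. The counts of splits were planned.

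The TRAIL effect differed between genotypes for 10787 genes in nascent RNA and 10675 in total RNA, by an interaction term. The tables argue against an effect of one size in both D207G lines as the only source of these counts. The TRAIL change of RNA per spike-in differed between them by 10.8 within-group SDs in nascent RNA and 7.56 in total RNA. Those SDs measure the spread of replicate libraries, not that between clones. Against both control clones, line 1 alone had a median difference of -0.76 in nascent RNA and -0.19 in total RNA, opposite to the pooled 0.71 and 0.50. The 283 genes that passed for line 1 alone in total RNA leaned the pooled way, 192 higher and 91 lower. Variation between single lines stays open and gives counts as large: pairing lines across genotypes gave at least 14700 genes in nascent RNA and at least 11802 in total RNA. Every pairing has line 2 on one side, so its departure from the other lines enters each count. The counts therefore do not separate clonal variation from an effect of the edit in line 2. Splits of the line-by-replicate units do not bear on these counts: they were fitted without a term for the line, where the grouping by genotype gave 1 gene in nascent RNA, matched by 2 of 40 drawn splits, and 0 in total RNA, matched by 40 of 40. With counts summed per line, 2 lines against 2, the difference passed for 0 genes in nascent RNA and 1 in total RNA. That fit weighs the edit against variation between lines, and 2 lines per genotype cannot rule out an effect masked by clonal differences. An effect of the edit in a single line was not tested and cannot be, as each guide has 1 clone.

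Within one genotype, the TRAIL effect differed between D207G lines 2 and 1 for 15605 genes and between control clones C and B for 2 genes in nascent RNA. In each case 1 of the 10 splits of the units gave as many, the real one, and 10 splits cannot give a share below 0.1. The former goes with a smaller loss of RNA in D207G line 2. Error in adding spike-in is argued against as its whole cause: the TRAIL change of total RNA in line 2 differed from that of the nearest other line by 6.42 within-group SDs. An edit acting alike in both lines is argued against as the whole cause too, since D207G line 1 changed by -1.81, 7.56 within-group SDs from line 2. Those SDs leave out variation between clones, so a shared effect with clonal differences on top is not excluded. An effect in line 2 alone was not tested. A weaker response over all genes stays open. Relative to the median gene, which removes the scaling, the slope of the line 2 effect in total RNA on that of unlabelled clone B was 0.748 times the mean slope of D207G line 1 and clone C. This met the outcome stated before for a weaker response, a ratio under 0.8. One form of it is argued against: if every log2 effect were smaller by that one factor, total RNA per spike-in would change by -1.33, and it changed by -0.67, a gap of 4.35 within-group SDs. Fewer responding cells would not shrink all log2 effects alike, and this was not tested. In nascent RNA the slope of line 2 on labelled clone B was 0.683, against 0.689 in clone C and 0.967 in D207G line 1, while nascent RNA per spike-in changed by -0.02. Whether a weaker response reflects the clone or the guide was not tested, as each guide has 1 clone.

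The nascent share of D207G line 2 rose by 7.47 percentage points with TRAIL in all 3 libraries, while it fell in every library of the other lines. The difference of line 2 from each other line had an exact permutation p of 0.1, with TRAIL libraries relative to mock means or to single mock libraries, the smallest 3 against 3 libraries allow. The rise starts from a low share without TRAIL, and several causes of that low share are argued against, each as its only cause. The 3 libraries were not shallow, the lowest having 29804700 gene counts, within the range of the other mock libraries. They did hold fewer genes with at least 10 counts, 15778 to 16558 against 17461 to 19519 in the other labelled mock libraries. The cause of that was not tested. An edit acting alike in both lines would place them on one side of the controls, and D207G line 1 had 37.1%. The control clones themselves had 22.9% (B) and 32.3% (C), so an edit effect overlaid by clonal differences is not excluded. Cells already in the TRAIL state would show the TRAIL response, and the departure of line 2 from D207G line 1 and clone C in total RNA had a Spearman rho of -0.0902 across genes with the TRAIL effect in unlabelled clone B. Lower uptake of 4sU alone would give a weaker label effect, a negative rho with the effect of 4sU in clone B. The measured rho was 0.55. A single factor on every share with total counts untouched is argued against by the log2 share ratio, which differed by 1.26 between genes of low and high share. A stronger effect of the label on total RNA in line 2 stays open, with the same rho of 0.55. Slower synthesis in line 2 was not tested and stays open too. It would lower total RNA most in genes of high nascent share, where the 4sU effect in clone B was most negative. The rho therefore does not separate it from a label effect, and does not exclude lower uptake combined with it. Labelled RNA lower by one factor in nascent and total counts alike leaves a log2 odds ratio that differed by 0.245 between the genes of lowest and highest share, just over the limit of 0.2 set for it, so a single factor is near the data but not the whole of it. These relations are across genes, which are not independent replicates.

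In control clone B the TRAIL effect on total RNA differed with and without 4sU for 1290 genes, and 1 of 10 splits, the real one, gave as many. Without unlabelled TRAIL replicate 1 the count was 3350 and without replicate 2 it was 778; without replicate 3 the median difference turned from 0.08 to -0.02. A label effect that shrinks where TRAIL lowers the nascent share is a candidate explanation: the difference rose with the nascent share of the gene in control clone C (Spearman rho 0.64 across genes). Evidence on shrinking was mixed. The median 4sU effect over genes went from -0.76 without TRAIL to -0.60 with TRAIL. On total RNA per spike-in the 4sU effect did not shrink (-0.44 and -0.45), and under TMM scaling most genes that passed were lower, as given above. No biological explanation was tested for the difference.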

How the results depend on the processing

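For 21 counts of genes, DESeq2 with ERCC scaling, no filter on low counts, and fitting only the groups compared kept each count within 1.5 times, the last for the 18 counts where it differs from the full fit. So did using only genes with no more nascent than total counts, an alternative added after seeing the data, for the 13 nascent counts. A filter of at least 50 counts in 3 libraries changed only the TRAIL effect in D207G line 2, from 463 to 256 genes, with fewer genes tested.

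Scaling changed the most counts, since TMM centres each library on its typical gene. The counts in nascent RNA were, with TMM and with the size factors of DESeq2, 3031 and 3238 for the TRAIL effect in control lines, 3634 and 3774 in D207G lines, 3649 and 3717 for D207G against control without TRAIL, and 45 and 76 for the difference in TRAIL effect. By line they were 2954 and 3054 (D207G line 1), 2385 and 2584 (line 2), 1726 and 1902 (clone B), and 1105 and 1246 (clone C). They were 1687 and 1805 for clone C against B, 4437 and 4443 for D207G line 2 against 1, and 1484 and 1750 for the difference in TRAIL effect between the D207G lines. In total RNA they were 552 and 1087 for the difference between genotypes, 6614 and 6726 for 4sU with TRAIL, and 6718 and 5729 for the difference with 4sU. In that last result the share of higher genes fell, to 1799 of 6718 with TMM.

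Same-numbered labelled libraries of a line had correlated deviations (r over 0.1) in 3 of 12 pairs in nascent RNA and 6 of 12 in total RNA. All 3 pairs passed in 1 of 28 pairs of groups in nascent RNA, D207G line 1 and clone B without TRAIL (0.14 to 0.23), and in 2 of 28 in total RNA, the same groups (0.12 to 0.18) and D207G line 2 with and without TRAIL (0.11 to 0.13). Correlation of same-numbered libraries therefore held for some groups and not for the labelled libraries as a whole, and it does not establish pairing. With the replicate number as a block and ERCC scaling, clone C against B with TRAIL went from 607 to 913 genes, and no other count changed by as large a ratio. For the 4sU effect without TRAIL in clone B, where all same-numbered libraries correlated, the block gave 13735 genes against 13310. For the difference in TRAIL effect with 4sU it gave 1892 against 1290. The block with TMM gave 3379 and 3980 genes for the TRAIL effect in control and D207G lines, 4188 for D207G against control without TRAIL, 63 for the difference, 3263, 2860, 2076 and 1358 for D207G lines 1 and 2 and clones B and C, 1985 for clone C against B, 4793 for line 2 against 1, and 7 and 1825 for the differences between clones and between D207G lines. In total RNA that block gave 948 for the difference, 7504 for 4sU with TRAIL and 7549 for the difference with 4sU.

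With lines as units, nascent RNA gave 6 genes without TRAIL (87 with an unadjusted p below 0.05), 24 with TRAIL and 0 for the difference (5 unadjusted); total RNA gave 1 (411 unadjusted), 79 and 1 (55 unadjusted). Here the units fell to 2 against 2.

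Each D207G line alone was an alternative added after seeing the data. In nascent RNA, line 1 gave 6579 genes without TRAIL, 6360 of them higher, whereas the pooled lines had 10268 of 10478 lower. With TRAIL, line 1 gave 2290 genes, 809 higher and 1481 lower (median -0.32), whereas the pooled lines had 1585 of 1784 higher. Line 2 gave 11462 genes with TRAIL, 11291 of them higher. With TMM, line 1 gave 4283 without TRAIL, 2997 with TRAIL and 529 for the difference (474 higher), and line 2 gave 3292 with TRAIL and 189 for the difference (41 higher). In total RNA line 1 gave 4769 without TRAIL and 283 for the difference (192 higher, 91 lower). With TRAIL it gave 6558, 2895 higher and 3663 lower (median -0.12), whereas the pooled lines had 6982 of 7519 higher. Line 2 gave 11503 without and 12579 with TRAIL. With TMM, line 1 gave 1426 for the difference (951 higher, 475 lower). Line 2 gave 11594 without TRAIL and 3427 for the difference (1396 higher, 2031 lower). The cause was not tested beyond the comparisons of lines above.

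Leaving out each library in turn moved 4 counts by over 1.5 times. D207G against control with TRAIL in nascent RNA ranged from 1077 to 3491 genes: 1119 and 1112 without TRAIL-treated D207G line 1 replicates 1 and 2, 3491 without its replicate 3, 1077 without line 2 replicate 1, 2693 without clone B replicate 1 and 1122 without clone C replicate 2. Clone C against B with TRAIL ranged from 322 to 1532: 1532, 322 and 372 without clone B replicates 1, 2 and 3, and 336 and 366 without clone C replicates 1 and 3. The difference between the clones ranged from 1 to 4 genes, with 4 without TRAIL-treated clone B replicate 1, and 1 without its replicate 3, without mock clone B replicate 1, and without mock clone C replicate 1 or 2. The difference with 4sU ranged from 778 to 3350: 3350 and 778 without unlabelled TRAIL replicates 1 and 2, and 847 without unlabelled mock replicate 3. Without unlabelled TRAIL replicate 3 it was 1649, 403 of them lower, and the median turned from 0.08 to -0.02. The difference between genotypes ranged from 8170 to 12108 in nascent and from 8671 to 12092 in total RNA. The cause was not tested.

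Of the per-library values, the alternatives moved only that of 4sU in clone B without TRAIL past the spread between replicates, from -0.44 to -0.58 with the median over ERCC species. The nascent RNA change in D207G line 2, -0.02, turned positive within that spread without replicate 3 (0.07) and without the 10 genes with most counts (0.01). An alternative added after seeing the data set each TRAIL library against a single mock library of its line, over every way to match them. Between genotypes the permutation p then ran from 0.136 to 0.173 for total RNA, over 1296 ways, from 0.214 to 0.310 for nascent RNA and from 0.736 to 0.818 for the nascent share. D207G line 2 kept an exact p of 0.1 against every other line in all 36 ways. For total RNA in D207G line 1 it ran from 0.1 to 0.7 against clone B and from 0.4 to 0.9 against clone C. The genes named by identifier kept their direction in every fit. Of 37 alternatives each, ENSG00000130222.11 lost its adjusted p below 0.05 in 21, of which 12 left out 1 library, ENSG00000115705.22 in 7 and ENSG00000178573.7 in 2.

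Not run were both alternatives that need nascent counts of unlabelled libraries, which were not analysed here, the exclusion of mitochondrial genes and the gene set tests, for want of gene names.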

Other observations

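Of the tests here, those of the 4sU effect against the nascent share and against the TRAIL effect were stated before they were computed; the weighing of slower synthesis was added after.

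Total RNA per spike-in was lower with 4sU in control clone B. A response like that to TRAIL would give a positive rho across genes between the 4sU effect and the TRAIL effect. Spearman's rho was -0.22 with the TRAIL effect in control clone C and -0.11 with that in D207G line 1. Both TRAIL effects came from labelled libraries, where a label effect that shrinks with TRAIL could itself lower rho. The values therefore give no sign of such a response but do not exclude it. Loss of labelled RNA from the libraries stays open: the 4sU effect fell with the nascent share of the gene in clone C (rho -0.64 across 9700 genes), its median going from -0.07 in the lowest to -1.10 in the highest of 5 equal groups of genes ordered by share. Slower synthesis in labelled cells predicts the same rho of -0.64, so the 2 cannot be told apart here. Either may bear on the nascent values of clone B, and on those of the other lines if their labelled libraries carry the effect. That was not tested, as only clone B was sampled without 4sU.

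The counts of genes were also set against other splits of the same libraries, refitted without a term for the line, which makes fewer calls between genotypes: 43 and 303 genes without and with TRAIL in nascent RNA, and 464 and 229 in total RNA. In nascent RNA the TRAIL effect in control lines was matched by 1 of 40 drawn splits, the real one, the TRAIL effect in D207G lines by 3 of 40, D207G against control without TRAIL by 3 of 40 and with TRAIL by 4 of 40. In total RNA these were 1 of 40, 1 of 40, 1 of 40 and 6 of 40. For the TRAIL effect in each of D207G line 1, D207G line 2, clone B and clone C, 1 of 10 splits, the real one, gave as many genes. It was 2 of 10 for clone C against clone B with TRAIL, 1 of 10 for D207G line 2 against line 1 with TRAIL, and 1 of 10 for 4sU against no 4sU both without and with TRAIL; with 10 splits the share cannot be below 0.1.

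Genes called for the TRAIL effect in all 4 lines under ERCC scaling in nascent RNA numbered 146, 100 higher and 46 lower; without D207G line 2 it was 15287, 116 higher and 15171 lower. Under TMM scaling, which compares genes with the typical gene, 400 genes were called in all 4 lines, 366 higher and 34 lower. In total RNA 9838 genes were called in the same direction in all 4 lines under ERCC scaling, 919 higher and 8919 lower. Under TMM it was 6860 genes, 3269 higher and 3591 lower.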
